A study of Drosophila melanogaster with 12 samples. Its data were reported in "Pumilio differentially binds to mRNA 3′ UTR isoforms to regulate localization of synaptic proteins" (2025).

How the data were processed

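The series holds 12 libraries of 3′-end sequencing from adult Drosophila heads: 4 of a Pum xRIP (UV-crosslinked RNA recovered on anti-Flag beads from flies whose pum locus carries a Flag-HA tag), 4 of a control xRIP from untagged w1118 flies and 4 inputs. The inputs are 1 library of pum-tagged flies, 1 of w1118 flies and 2 of mixed genotype, and the fne and rbp9 columns were taken as those 2 because the labels leave no other place for them. Nothing in the labels says whether equal replicate numbers mark 1 batch of flies. Synaptosome data and other data types of the study were not analysed here.

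The values are raw read counts per gene and per cluster of 3′ ends, made by the authors before they were deposited. According to the study, reads were trimmed with fastp and mapped with STAR to dm6, positions that look like internal priming were removed, remaining 3′ ends near annotated genes were merged into clusters, and reads were counted again per cluster. No removal of duplicates and no molecular identifiers are named, so intervals and floors cover counting error only. The deposited gene table has 10422 genes and 56392 clusters were deposited beside them, and gene counts equalled the sums of cluster counts in all libraries for 10422 genes. The deposited tables named for test output held the same raw counts, with 0 differing values, and no test values. Symbols were matched for 10345 of the gene identifiers through the gene annotation BDGP6.54, release 115, which is built on the same assembly as dm6. In that reference 99.8% of 30630 annotated start codons read ATG.

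Cluster identifiers give a gene and a number but no position, and 2246 identifiers lack the closing character of the others. The order of clusters along a gene was therefore inferred: in genes on the plus strand with at least 3 clusters the highest-numbered cluster held the most input counts in 28.6% of 2919 genes and the lowest-numbered in 10.7%, and on the minus strand these were 10.5% and 28.0% of 2946. The distal 3′ end was taken as the highest number on the plus strand and the lowest on the minus strand, so a statement on distal ends rests on that inference.

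Depth ran from 9563433 to 13726254 counts in the inputs, 3342790 to 4485996 in the control xRIP and 3050717 to 5051009 in the Pum xRIP. The median count of a detected cluster was 25 to 28 in the inputs, 73 to 105 in the control xRIP and 78 to 193 in the Pum xRIP, with fewer clusters detected after recovery. No pair of libraries within a group had the chance-level differences of a duplicate (chi-square per degree of freedom at least 76.5).

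Genes were tested with edgeR 4.0.16 (quasi-likelihood F-test, TMM scaling, filterByExpr with a minimum count of 10) in R 4.3.3, in 3 comparisons of 4 against 4 libraries: Pum xRIP against input, Pum xRIP against control xRIP and control xRIP against input. Each fit used the libraries of its groups alone. P-values were adjusted by Benjamini-Hochberg and called under 0.05, and they measure the spread between libraries, which may be technical. CPM of single genes use library sizes scaled by TMM over all 12 libraries, while sums over seminal fluid and testis genes use total counts. A gene at 0 in a group was given a bound from a floor of 3 counts over the group. Pum targets were genes with a log2 fold change over 1 and an adjusted p under 0.05 against input, a mean normalized count over 10, and a log2 fold change over 1 against the control xRIP. The thresholds on fold and count are the study's, while the adjusted p is stricter than the p-value under 0.05 that the study states.

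Clusters were tested in the same way. Distal use was tested with edgeR's diffSpliceDGE on genes with at least 2 clusters kept (mean CPM of at least 1 and at least 5% of the gene in either group), with limma 3.58.1 on the log2 ratio of distal to other counts as an alternative. Mean distal shares per library were compared with two-sided exact permutation tests over the 35 splits of 8 libraries.

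Gene lists were 19 of textbook families and 6 from the supplement of the study (genes with neuronal 3′ UTRs, synaptosome-enriched proteins, the study's targets, their 2 subsets with 3′ UTRs shorter or longer in synaptosomes, and 1 list that is counted in the numbers of lists and whose results by name are not reported here). Of these 25, 24 had members in the table, and genes of the mitochondrial genome had 0. Lists were tested with camera and fry of limma (camera with a preset correlation of 0.01 and with an estimated one), adjusted over the lists, and their overlap with targets by two-sided Fisher exact tests with 95% intervals over 4733 genes tested in both comparisons with a mean normalized count over 10. The motif TGTANATA was searched in the longest annotated 3′ UTR of each gene, which 97.0% of the background genes have. Comparisons, lists, thresholds, alternatives and the rule for named genes were fixed before the data were examined, except the list of dpr, DIP, beat and side families, which was fixed after the study's target list had been read, and the list of seminal fluid and testis genes, written after the values had been seen.

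Genes named in the text follow a rule: pum, then for Pum xRIP against input the 10 highest and 5 lowest called genes with a mean normalized count of at least 100 and all 4 xRIP libraries on 1 side of all inputs, up to 4 called members of each list with the smallest adjusted p, the genes the study names, the 5 highest and 5 lowest of control xRIP against input, and the leading genes of distal use. The rule gave 130 genes, of which 79 were examined library by library. Genes outside it are marked where they appear.

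Because both recoveries are compared with the same inputs, shared calls are given beside 20 simulated draws of unchanged groups against those inputs and beside 6 ways of giving each recovery 2 inputs of its own. Random lists were drawn 10000 times.

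Each step was tested on simulated data drawn from the means and library sizes of the real genes, with 200 genes changed. At log2 changes of 2, 3, 4 and 6 edgeR recovered 10%, 28%, 38% and 56% for Pum xRIP against input, 2%, 20%, 30% and 60% for Pum xRIP against control xRIP, and 10%, 30%, 48% and 46% for control xRIP against input. The distal test recovered 0%, 0%, 2% and 4% for Pum xRIP against input and 0% at every size for the other comparisons, so few calls there carry little weight.

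Alternatives were the size factors of DESeq2 1.42.0 or total counts in place of TMM, no filter on low counts, DESeq2's own test, 1 fit over all 12 libraries, a test against a log2 fold change of 1, other thresholds for targets and clusters, leaving out each library in turn, and the replicate number as a block. Chosen after the data were seen were fits with the w1118 and pum inputs alone, fits without the 2 genes with the most counts, fits without genes whose pum and w1118 inputs differ by over 2-fold, alternatives for the lists, and DESeq2 with an unadjusted p for targets. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.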

Results

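RNA bound by the translational regulator Pumilio (Pum) was recovered from UV-crosslinked adult Drosophila heads and read by 3′-end sequencing, which counts mRNAs at their polyadenylated ends. The endogenous pum locus carried a C-terminal Flag-HA tag in 4 Pum xRIP libraries, purified on anti-Flag beads. Another 4 libraries, the control xRIP, came from w1118 flies, which carry no tag, on the same beads. The 4 input libraries came from head homogenate of pum-tagged flies, of w1118 flies and of flies of mixed genotype (2 libraries, with columns named for fne and rbp9). Input libraries held 9563433 to 13726254 counts and 8678 to 9603 detected genes. The control xRIP libraries held 3342790 to 4485996 counts and 3992 to 5134 genes, and the Pum xRIP libraries 3050717 to 5051009 counts and 4100 to 6110 genes. An 18S rRNA pseudogene took 9.13% to 13.4% of the counts in the Pum xRIP, 2.84% to 4.32% in the control xRIP and 3.48% to 13.7% in the inputs. Groups are given as mean ± SD over 4 libraries in CPM, counts scaled by library size with TMM factors over all 12 libraries, and each fold change as log2 with the SE of the edgeR fit. Positions refer to BDGP6 (dm6).

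In the Pum xRIP the mRNA of pum itself (FBgn0003165, chromosome 3R, 9066343 to 9237682) stood at 1763 ± 654 CPM. The inputs held 62.1 ± 17.1 CPM and the control xRIP, as background, 25.8 ± 24 CPM. Its log2 fold change over input was 4.78 ± 0.39 (edgeR adjusted p = 0.000309), above every input in 4 of 4 libraries. The calcium channel mRNA cac (X, 11931280 to 11985087) stood at 1939 ± 277 CPM against 321 ± 85.8 in the inputs and 14.8 ± 19.9 in the control xRIP. It rose over input by 2.57 ± 0.21 (edgeR adjusted p = 0.000309, 4 of 4 libraries). The active-zone mRNA brp (2R, 9503765 to 9541565) rose by 2.49 ± 0.17, from 205 ± 33.4 to 1177 ± 62.6 CPM, with 63.9 ± 29.8 CPM in the control xRIP (edgeR adjusted p = 0.000227, 4 of 4 libraries). The cell-surface mRNA dpr12 (2R, 5804712 to 5860831) rose by 3.21 ± 0.21, from 170 ± 30.3 to 1613 ± 240.4 CPM (edgeR adjusted p = 0.000175, 4 of 4 libraries). Its control xRIP level was 1.58 ± 3.15 CPM, all of it in 1 library at 6.31 CPM.

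The comparison of Pum xRIP with input asks which mRNAs Pum carried. Of 7568 genes tested, edgeR called 275 higher and 958 lower at an adjusted p under 0.05, 264 and 944 of them beyond 2-fold. Of the higher genes, 265 lay above all inputs in all 4 Pum xRIP libraries. Of the lower genes, 667 (69.6%) had 0 counts in every Pum xRIP library. The median log2 fold change of all genes was -0.54. The highest 10 were pum, CG13999, lncRNA:CR42861, ksr, mtt, Notum, CG14621, Clk, Ugalt and tei, at 4.78 down to 3.96. Among them CG14621 (X, 22444227 to 22447808) went from 16.2 ± 4.35 CPM in the inputs to 281 ± 59.2 CPM. It was at 0 in every control xRIP library, and a floor of 3 counts over that group puts it 1476-fold or more higher. That bound covers counting error alone. A detected cluster held a median of 73 to 105 counts in the control xRIP libraries, so the fold that a 0 can show may be much smaller. Some of the 10 rested on low input levels, with 1.82 ± 0.851 CPM for ksr and 1.79 ± 0.614 CPM for Notum. Notum and mtt were carried mainly by Pum xRIP library 2, at 78.7 and 231 CPM. The lowest 5 were f-cup, FBgn0010339, CG7182, CG11122 and CG34327, each at 0 in the Pum xRIP. The same floor puts them 505, 493, 387, 344 and 333-fold or more lower than input over the group. This bound too covers counting error alone, with a median of 78 to 193 counts per detected cluster in the Pum xRIP libraries. The number of calls depended on the Pum xRIP libraries. It was 1907 without library 1, 2191 without library 3 and 1903 without library 4, and without library 2 the lower genes numbered 1480. DESeq2 called 2132 genes, and 1 edgeR fit over all 12 libraries called 422, of which 49 were higher.

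**Figure D1:**
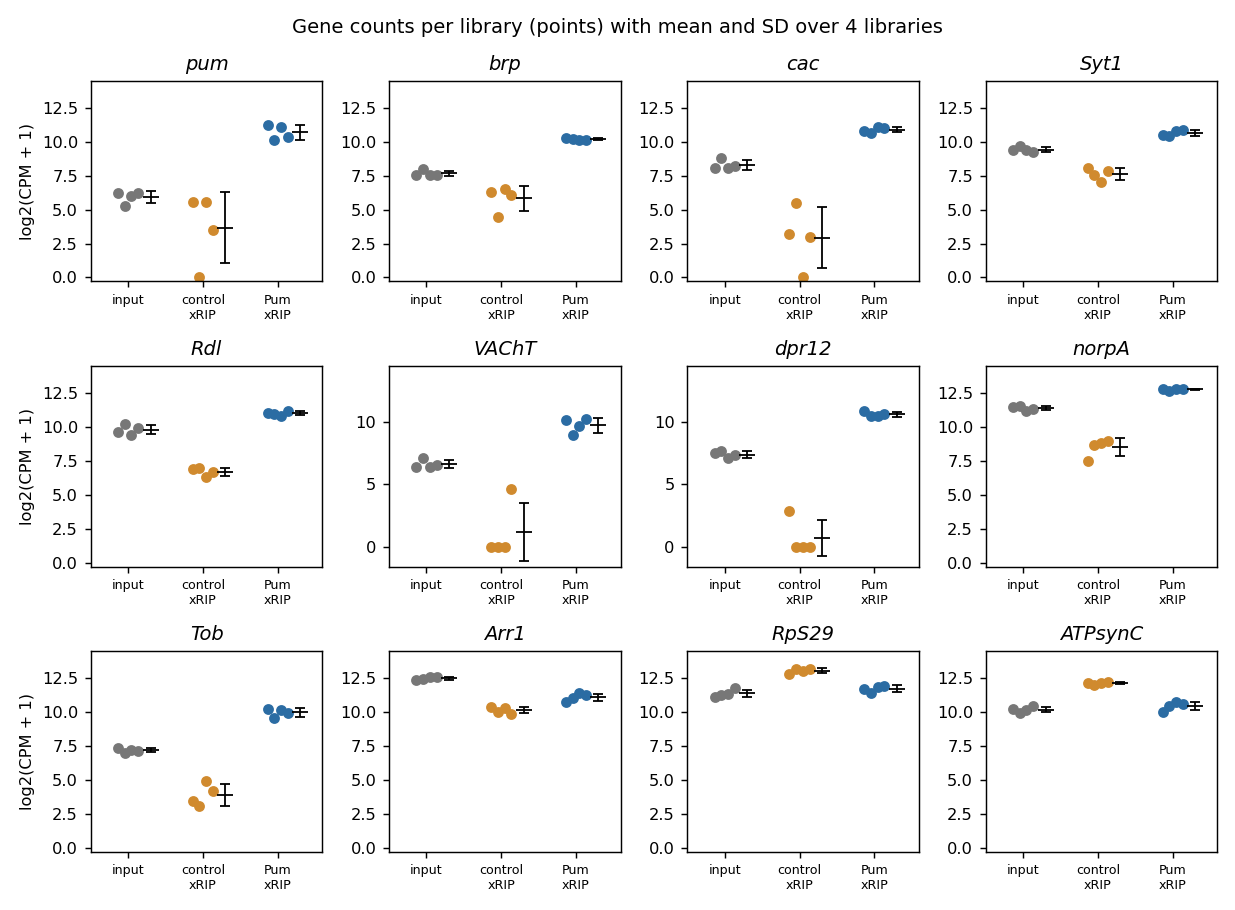
Level of 12 genes in each library, as log2(CPM + 1), by group (input, control xRIP, Pum xRIP); points are libraries and bars the mean ± SD of 4. pum, brp, cac, Syt1, Rdl, VAChT, dpr12, norpA and Tob lie highest in the Pum xRIP, Arr1 lies highest in the input, and RpS29 and ATPsynC lie highest in the control xRIP.

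With the study's thresholds on fold and count (over 2-fold above input, mean normalized count over 10, and over 2-fold above the control xRIP) and an adjusted p under 0.05 against input, 259 genes were Pum targets, with a median log2 fold change over input of 2.18 (1.01 to 4.78). In the control xRIP the same 259 genes had a median log2 fold change of -2.11 against input, and 61 of them were lower there than input. All 259 were detected in all 4 Pum xRIP libraries, 250 lay above every input, and 257 were protein coding. The target list of the study held 258 of them (99.6%), and Coq7 was the other, with a log2 fold change of 1.35 over input and 1.21 over the control xRIP. That overlap is not independent evidence, because the study chose its list on these libraries. Of the 456 genes on the study's list that could be tested, 429 were over 2-fold above input at any p and 381 had in addition an unadjusted p under 0.05. An adjusted p under 0.05 against the control xRIP was reached by 138 of the 259, and 32 were at 0 in every control library. Higher than input by over 2-fold but not over 2-fold above the control xRIP were 5 genes, named after their values were seen: Arc1 (1.10), BomS4 (1.41), RpL34b (1.01), CG14687 (2.11) and Dso2 (1.22). The study states a p-value under 0.05 there, and with an unadjusted p under 0.05 the targets numbered 390, of which 375 were on its list. DESeq2 gave 438 targets with an adjusted p and 537 with an unadjusted one, each including 258 of the 259, and 1 edgeR fit over all 12 libraries gave 37.

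Among synaptic mRNAs, that of the vesicle protein Syt1 rose from 691 ± 92.1 to 1635 ± 245 CPM, with 205 ± 60.1 CPM in the control xRIP (log2 fold change 1.20 ± 0.17, edgeR adjusted p = 0.00268, 4 of 4 libraries). The GABA receptor Rdl rose from 913 ± 220.0 to 2091 ± 233 CPM over a background of 106 ± 20.6 CPM (1.17 ± 0.19, edgeR adjusted p = 0.00356, 4 of 4 libraries). VAChT (3.16), unc-13 (1.46), Dop1R1 (2.25), nAChRalpha1 (3.37), nAChRalpha6 (1.61), nAChRbeta1 (1.35), GluClalpha (1.54), eag (2.65) and SLO2 (2.29) were also called higher. In the control xRIP, counts of some of these genes came mainly from 1 library, as for VAChT (24.2 CPM in library 4), Dop1R1 (30 CPM in library 3), Clk (11.1 CPM in library 4), Ptp99A (43 CPM in library 3), jeb (32.1 CPM in library 4) and Bx (22.2 CPM in library 1). Called higher too were the memory genes klg (3.0), dnc (1.53), orb2 (1.66) and rut (2.71), the clock genes Clk (4.09), vri (2.89) and Pdp1 (1.01), and the surface proteins Ptp99A (2.47), Nlg3 (3.23), Ten-a (1.45), Sema2b (2.81) and beat-IIIc (3.32). Chromatin regulators and MAP kinase signalling contributed psq (2.76), Sin3A (2.78), nej (2.05), jeb (2.88), Raf (2.65) and ksr (4.22). Of the genes the study names, para (2.0, edgeR adjusted p = 0.0927, above all inputs in 2 of 4 libraries), Shaw (2.59, edgeR adjusted p = 0.0599) and Oamb (2.13, edgeR adjusted p = 0.181) did not reach the threshold against input, while GluRIA (2.20) and Bx (2.10) did.

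Set tests on 24 lists fixed before the data were examined were read for Pum xRIP against input, each given as higher and lower genes of those tested. Some lists hold genes that the study names as targets from these libraries. Among them are dnc, rut, orb2 and klg (memory), Dop1R1 (receptors), Syt1 and VAChT (presynaptic release) and para and Shaw (channels). Calls of such lists are not independent of the study. Ion channels had 9 and 2 of 25 (12 and 3 adjusted over the list alone, median 1.30, camera adjusted p = 8.64e-11). Presynaptic release had 7 and 0 of 36 (12 and 1 adjusted over the list alone, median 1.0, camera adjusted p = 2.93e-10). Axon guidance had 11 and 1 of 40 (12 and 1 adjusted over the list alone, median 0.77, camera adjusted p = 1.08e-12). The dpr, DIP, beat and side families, a list fixed after the study's targets had been read, had 19 and 2 of 50 (21 and 2 adjusted over the list alone, median 1.60, camera adjusted p = 4.74e-19). Chromatin and transcription had 18 and 2 of 41 (23 and 3 adjusted over the list alone, median 1.49, camera adjusted p = 2.99e-17). Growth factor and MAP kinase signalling had 8 and 0 of 21 (8 and 0 adjusted over the list alone, median 1.16, camera adjusted p = 1.09e-07). Neurotransmitter receptors had 9 and 2 of 41 (10 and 3 adjusted over the list alone, camera adjusted p = 2.11e-05, upward). Their median was 0.37 and their mean -0.06, or 0.10 with genes at 0 set to their bound. RNA regulation had 12 and 3 of 33 (12 and 3 adjusted over the list alone, camera adjusted p = 3.54e-06, upward). The median was 0.34 and the mean -0.13, or 0.07 with genes at 0 set to their bound. Here Tob rose by 2.77. Fmr1 was called lower, at 0 in the Pum xRIP, but stood at only 2.05 to 5.83 CPM in the inputs. In the control xRIP it was at 16.7 CPM in library 1 and at 0 in the others. A 0 from so low an input level does not show how far it fell. The 5 textbook Pum targets had 1 and 0 (2 and 0 adjusted over the list alone, median 0.39, camera adjusted p = 0.000291), and mei-P26 among them was at 0.15 (edgeR adjusted p = 0.799). The gene called higher was pum itself, the tagged locus, and the mean of 1.43 lay well above the median. The list without pum was not tested. All of these calls held when camera estimated the correlation between genes.

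Other calls did not hold under that estimate. Learning and memory had 6 and 1 of 15 (6 and 1 adjusted over the list alone, median 0.77, camera adjusted p = 0.000133, adjusted p = 0.0526 with an estimated correlation). Circadian genes had 5 and 0 of 17 (5 and 0 adjusted over the list alone, median 0.32, camera adjusted p = 3.00e-05, adjusted p = 0.113 with an estimated correlation). Ribosomal proteins had 7 and 3 of 69 (7 and 3 adjusted over the list alone, median 0.32, camera adjusted p = 6.25e-11, adjusted p = 0.0900 with an estimated correlation). Muscle genes had 0 and 5 of 18 (0 and 8 adjusted over the list alone, median -1.14, camera adjusted p = 0.0207 downward, adjusted p = 0.238 with an estimated correlation). Act88F among them (-10.38) differed between the inputs, with 247 CPM in the w1118 input against a mean of 81.7. No call was made for photoreceptor genes (3 and 9 of 27, 4 and 13 adjusted over the list alone, median -1.24), where norpA rose by 1.32 ± 0.14 and Arr1 fell by 1.43 ± 0.16. Glia were not called either (1 and 2 of 15, 1 and 2 adjusted over the list alone, median -1.07), and Eaat1 rose by 1.44 and Gs2 fell by 1.72. Fat body had 0 and 3 of 19 (0 and 3 adjusted over the list alone, median -0.40) and cuticle and haemocytes 0 and 2 of 9 (0 and 2 adjusted over the list alone, median -0.36). The respiratory chain had 0 and 14 of 65 (1 and 18 adjusted over the list alone, median -0.32), and none of these 3 was called. Setting genes at 0 in a group to their bound left each list's median as printed.

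Against the control xRIP several of the mRNAs named above stood further apart than against input. The photoreceptor phospholipase norpA, which has no Pum motif in its annotated 3′ UTR, stood at 7058 ± 312 CPM against 389 ± 142 CPM, with 2747 ± 294 CPM in the inputs. Its log2 fold change over the control xRIP was 4.34 ± 0.31 (edgeR adjusted p = 1.15e-05, 4 of 4 libraries). Rdl rose by 4.47 ± 0.26 (edgeR adjusted p = 3.87e-06, 4 of 4 libraries) and Tob by 6.17 ± 0.53 (edgeR adjusted p = 5.21e-05, 4 of 4 libraries). The sodium channel para, short of the threshold against input, rose here by 5.72 ± 0.70 (edgeR adjusted p = 0.000523, 4 of 4 libraries), and mei-P26 rose by 2.57. Inputs of para already differed in that direction, at 294 CPM for w1118 and 1505 CPM for pum-tagged flies (1 library each). A difference in starting material thus stays open for part of its rise. In the other direction RpS29 stood at 3457 ± 537 CPM against 8593 ± 1042.5 CPM (-1.16 ± 0.15, edgeR adjusted p = 0.000816, 4 of 4 libraries below all controls). ATPsynC stood at 1437 ± 305 CPM against 4529.9 ± 268 CPM (-1.50 ± 0.18, edgeR adjusted p = 0.000523).

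This comparison controls for mRNAs that the beads recover without a tag. Of 4776 genes tested, edgeR called 271 higher and 165 lower, 270 and 131 of them beyond 2-fold, around a median of 0.15 for all genes. In the control xRIP 81 of the higher genes were at 0, and 28 of the lower genes were at 0 in the Pum xRIP. Receptors had 11 higher and 0 lower of 30 (14 and 0 adjusted over the list alone, median 3.74) and presynaptic release 11 and 0 of 32 (14 and 0 adjusted over the list alone, median 2.94). Channels had 11 and 0 of 22 (13 and 0 adjusted over the list alone, median 3.63) and axon guidance 10 and 0 of 34 (16 and 0 adjusted over the list alone, median 3.64). The dpr, DIP, beat and side families had 13 and 0 of 37 (17 and 0 adjusted over the list alone, median 4.20) and chromatin regulators 14 and 0 of 35 (18 and 0 adjusted over the list alone, median 4.23). Ribosomal proteins had 0 and 37 of 66 (0 and 49 adjusted over the list alone, median -0.76) and the respiratory chain 0 and 30 of 62 (0 and 47 adjusted over the list alone, median -1.13). Muscle had 0 and 5 of 19 (0 and 6 adjusted over the list alone, median -1.37). In all 9 the camera call held with an estimated correlation. Of 24 lists camera called 17 upward and 4 downward, and 15 and 3 with an estimated correlation. Lost were circadian genes (median 2.30, adjusted p = 0.185 with an estimated correlation), synaptosome proteins (median 0.87, adjusted p = 0.0633 with an estimated correlation) and cuticle genes (median -1.02, adjusted p = 0.0796 with an estimated correlation). Photoreceptor genes (median 0.53), glia (0.09) and fat body (0.33) were not called. With genes left out whose pum and w1118 inputs differed by over 2-fold, 103 genes were lower. Leaving out a Pum xRIP library gave 269, 290, 283 and 252 calls (libraries 1 to 4), and leaving out control xRIP library 4 gave 108 lower genes. DESeq2 called 718 higher and 253 lower.

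**Figure D2:**
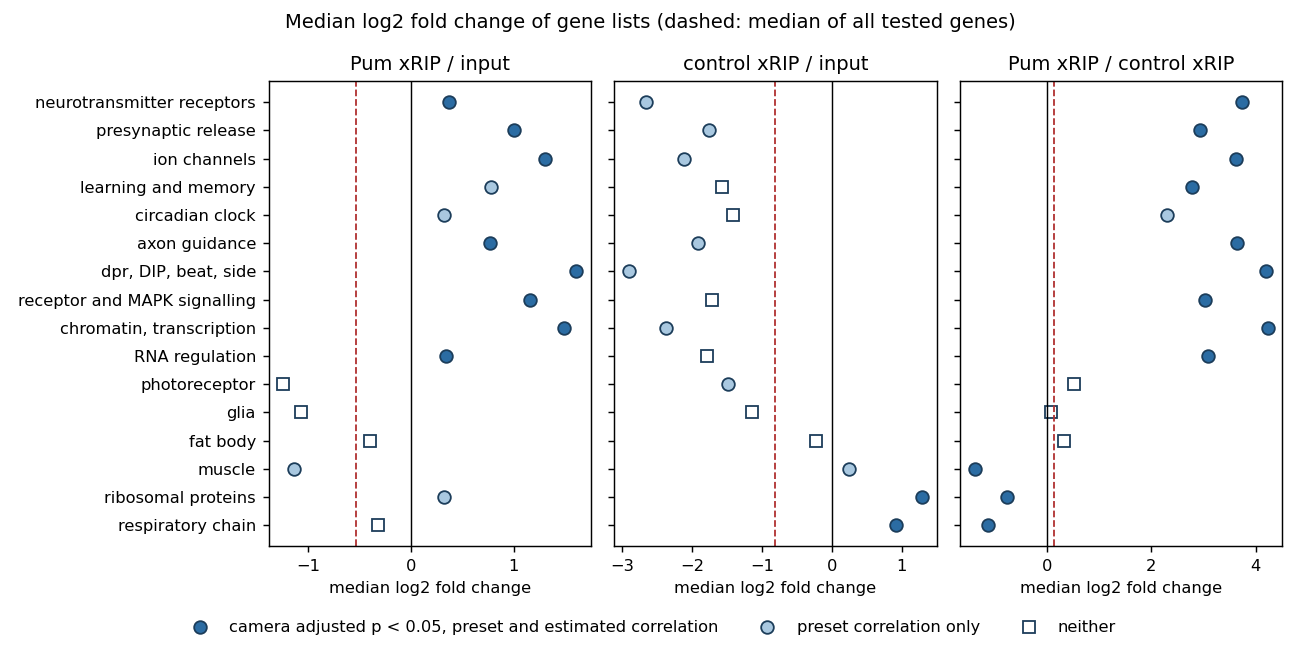
Median log2 fold change of 16 gene lists (x axis) in 3 comparisons: Pum xRIP against input, Pum xRIP against control xRIP, and control xRIP against input. Dark symbols mark a camera adjusted p under 0.05 with the preset and the estimated correlation, light symbols with the preset one alone and open squares neither, and the dashed line is the median of all tested genes; the dpr, DIP, beat and side families lie at 1.60, 4.20 and -2.90 in the 3 comparisons, ribosomal proteins at 0.32, -0.76 and 1.29.

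Seminal fluid and testis transcripts also set the 2 recoveries apart. Over 38 such genes, a list written after the values had been seen, the w1118 input held 1687 CPM of total counts in sum, the fne input 503, the pum input 100.2 and the rbp9 input 30.5. The control xRIP held 3155 to 4062 CPM and the Pum xRIP libraries 1 to 4 held 107, 0, 45.4 and 30.8 CPM. Of 17 tested, edgeR called 12 lower in the Pum xRIP than the control xRIP (15 adjusted over the list alone) and none higher.

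**Figure D3:**
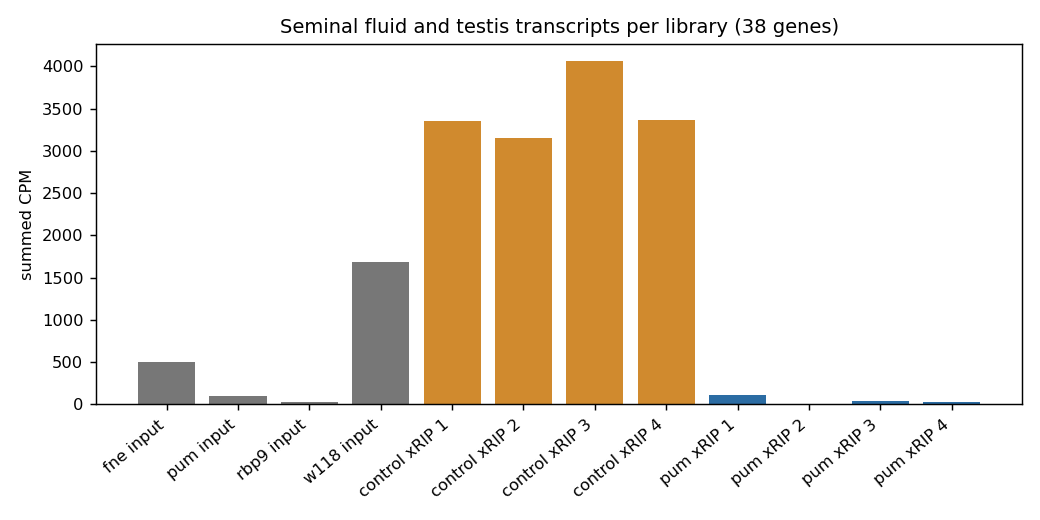
Summed CPM of 38 seminal fluid and testis genes (y axis) in each of the 12 libraries (x axis), grouped as input, control xRIP and Pum xRIP. The 4 control xRIP libraries lie at 3155 to 4062 CPM, the w1118 input at 1687, and the 4 Pum xRIP libraries at 107 or below.

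Without the tag, the beads recovered ribosomal and respiratory chain mRNAs. RpS29 stood at 8593 ± 1042.5 CPM in the control xRIP against 2709.7 ± 540.0 CPM in the inputs (log2 fold change 1.66 ± 0.16, edgeR adjusted p = 0.00106), and ATPsynC rose by 1.94 ± 0.14 (edgeR adjusted p = 0.000795). RpL18 rose by 1.58 and COX7B by 1.49, while RpL3 fell by 1.24 and UQCR-C1 fell by 0.94. The highest 5 genes were TpnC25D (4.35), CG30430 (4.18), Mst84Db (4.13), Mst84Da (4.10) and Atg8b (4.0). Several of these differed between the inputs too. The testis transcripts Mst84Db and Mst84Da had 46.4 and 66.2 CPM in the w1118 input against means of 14.3 and 20.7 CPM, CG30430 had 24.6 CPM there and 6.76 CPM or less in the others, and TpnC25D had 798 CPM there and 29.3 CPM in the pum input. The lowest 5, Tep4, CG2269, Pka-C1, CG2701 and CG42404, were at 0 in the control xRIP. The floor of 3 counts puts them 1248, 601, 588, 417 and 390-fold or more lower than input over the group. Such a bound covers counting error alone. Tep4 had only 15.2 CPM in the w1118 input, against 426, 207 and 413 CPM in the pum, fne and rbp9 inputs. Its bound thus rests mainly on inputs of other flies than those of the control xRIP. Of these 5, Pka-C1 stood at 100.8 ± 33.6 CPM in the Pum xRIP against 125 ± 23.7 CPM in the inputs.

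This comparison measures recovery without the tag, with 1 w1118 library among the inputs, and edgeR called 215 higher and 1326 lower genes of 7553, around a median of -0.81 for all genes. Of the lower genes 1010 (76.2%) were at 0 in every control library. Ribosomal proteins had 52 higher and 2 lower of 71 (55 and 2 adjusted over the list alone, median 1.29, camera adjusted p = 1.07e-55, adjusted p = 0.00920 with an estimated correlation). The respiratory chain had 33 and 4 of 65 (43 and 9 adjusted over the list alone, median 0.91, camera adjusted p = 5.68e-29, adjusted p = 0.00920 with an estimated correlation). Muscle genes had 2 and 3 of 19 with a median of 0.24 (camera adjusted p = 0.00295 upward, adjusted p = 0.124 with an estimated correlation). Lower by camera were receptors (median -2.67), presynaptic release (-1.76), channels (-2.12), axon guidance (-1.92), the dpr, DIP, beat and side families (-2.90), photoreceptor genes (-1.49) and chromatin regulators (-2.37). So were neuronal 3′ UTR genes (-2.05), the study's targets (-1.92) and their subset with shorter 3′ UTRs in synaptosomes (-2.54). None of these 10 calls held with an estimated correlation. Without control xRIP library 2, 3 or 4 the calls numbered 2329, 2522 and 2612, and without library 1 the lower genes numbered 2067. DESeq2 called 396 higher and 2067 lower, 1 edgeR fit over all 12 libraries called 153 and 819, and a fit with the w1118 and pum inputs alone called 83 and 713. Only 4 genes were over 2-fold above input in both recoveries (Arc1, BomS4, RpL34b and CG14687, named after their values were seen). Independent lists would share 6.74. Simulated unchanged groups against the same inputs shared 0, but with 1.5 and 0.35 higher genes on average they could hardly share any. Lower by over 2-fold in both were 366 genes. Independent lists would share 170. The simulation shared 19.6 on average and 66 at most, from lists of 133 and 42.5 on average against 938 and 1322, so it sets no bound for lists of that size. Across genes, which are not independent replicates, the fold changes of the pair had r = 0.149, against 0.216 simulated, and a covariance of 1.45 against 0.619, an excess of 0.833. With a separate set of 2 inputs for each recovery, the 6 ways of dividing the inputs gave on average 0.833 shared higher and 171 shared lower genes. Independent lists of these smaller sizes (474 and 741 lower genes on average) would share 1.57 higher and 47.8 lower genes. The shared lower genes thus stayed above that number, and the shared higher genes did not.

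The Pum recognition motif TGTANATA lay in the annotated 3′ UTR of 231 of 257 targets (89.9%) and of 1028 of 4335 other genes of the background (23.7%). The Fisher exact odds ratio was 28.6 (95% interval 18.9 to 45.0). At least 2 motifs were found in 163 targets (63.4%) and in 6.0% of other genes, and Tob carried the most, 12. Targets rose with the number of sites, from 0.780% of 3333 genes without one to 8.13% of 836 genes with 1, 29.7% of 273 with 2, 50.6% of 87 with 3 and 60.3% of 63 with 4 or more. The median log2 fold change over input went from -0.58 without a site to 0.30, 1.25, 1.96 and 1.95, and that of the control xRIP over input went the other way, from -0.36 to -0.93, -1.92, -2.38 and -2.42. Target 3′ UTRs were longer, with a median of 1975 bases against 369. With the other genes matched on length deciles, 45.2% of 484 matched genes carried the motif, an odds ratio of 10.7 (6.82 to 17.4). On the antisense strand the matched odds ratio was 1.12 (0.810 to 1.54). Among genes called higher in the control xRIP than input, 11 of 209 (5.26%) carried the motif. Of the targets 26 had no motif, norpA among them.

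**Figure D4:**
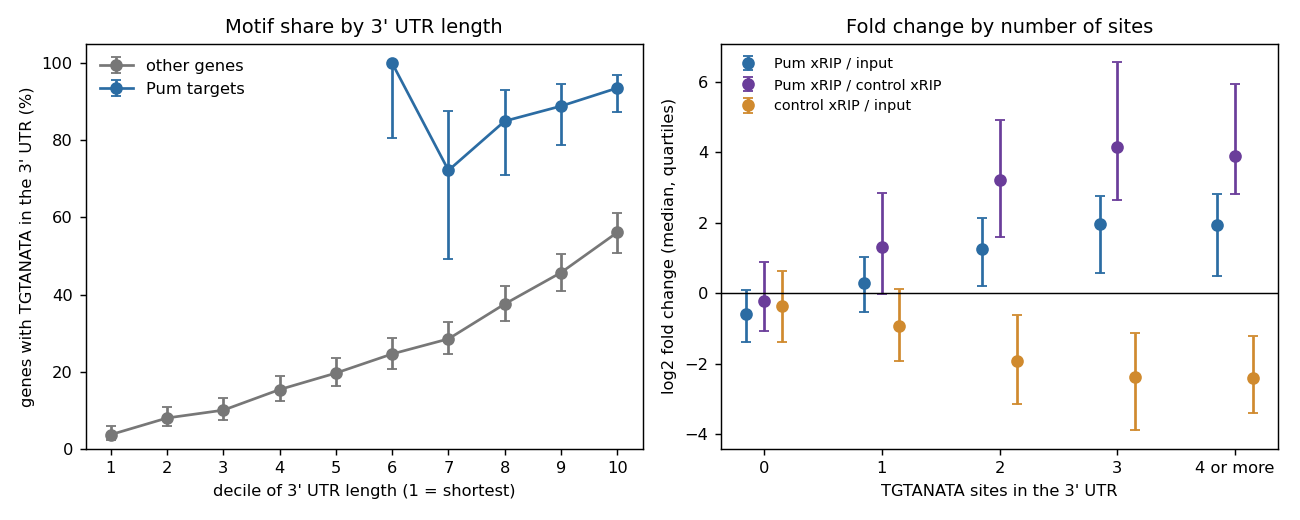
Left, percent of genes with the Pum motif in the annotated 3′ UTR (y axis) by decile of 3′ UTR length (x axis), for targets and other genes, with 95% Wilson intervals; right, median and quartiles of the log2 fold change (y axis) by number of motifs (x axis) for 3 comparisons. In the longest decile 93.6% of 109 targets and 56.1% of 351 other genes carried the motif, and the medians over input run from -0.58 without a motif to 1.95 with 4 or more.

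Targets were enriched for groups of genes defined elsewhere, over a background of 4733 genes tested in both comparisons. Genes with a neuron-specific 3′ UTR made up 50 of the 259 targets (19.3%) against 4.09% of other genes (odds ratio 5.61, 3.90 to 7.96, Fisher exact adjusted p = 5.24e-17). Genes of synaptosome-enriched proteins made up 85 (32.8%) against 13.2% (odds ratio 3.22, 2.42 to 4.26, Fisher exact adjusted p = 2.82e-14). These overlaps were not matched on 3′ UTR length, with a median of 1975 bases in targets against 369 in other genes. What part of the odds ratios length accounts for was not tested. As whole lists over input, neuronal 3′ UTR genes had 52 higher and 22 lower of 259 (59 and 25 adjusted over the list alone, median 0.38, camera adjusted p = 5.61e-14, adjusted p = 0.0133 with an estimated correlation). Synaptosome proteins (87 and 93 of 908, 92 and 100 adjusted over the list alone) had a median of -0.30 and a mean of -0.63. Camera pointed upward all the same (adjusted p = 0.00212), and the call was lost (adjusted p = 0.173 with an estimated correlation). Against the control xRIP the medians of these 2 lists were 2.68 and 0.87. By list, targets took 19 of 37 dpr, DIP, beat and side genes, which is not independent evidence since that list was fixed after the study's targets had been read. They took 18 of 35 chromatin regulators, 12 of 28 RNA regulators, 8 of 16 MAP kinase genes, 9 of 22 channels, 9 of 30 receptors, 11 of 34 axon guidance genes. They took 7 of 32 presynaptic genes, 6 of 14 memory genes and 5 of 15 clock genes. The channel, receptor, presynaptic and memory lists hold genes that the study names as targets, so their overlap is not fully independent either. Of the rest they took 3 of 24 photoreceptor, 1 of 13 glial, 0 of 19 fat body, 0 of 18 muscle, 0 of 6 cuticle, 0 of 65 ribosomal and 0 of 62 respiratory chain genes. The study's own subsets with shorter or longer 3′ UTRs in synaptosomes gave 22 of 43 and 6 of 10, which is not independent evidence since they were drawn from its targets. Their medians over input were 1.68 and 2.43, and that of all the study's targets was 1.97 (259 higher and 5 lower of 456, 371 and 6 adjusted over the list alone).

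Single 3′ ends were tested as well as genes. Of 14932 clusters of 3′ ends tested in Pum xRIP against input, edgeR called 210 higher and 2968 lower, and 2334 of the lower (78.6%) were at 0 in the Pum xRIP. The higher clusters lay in 149 genes, 133 of them targets. Of 212 targets with at least 2 tested clusters, 81 had 1 higher cluster, 33 had more and 98 had none, and 18 genes had a higher and a lower cluster. Without Pum xRIP library 1, 2, 3 or 4 the calls numbered 6673, 6371, 7720 and 6695. The higher clusters numbered 331 without library 2, 131 without the fne input and 123 without the rbp9 input, and DESeq2 called 7524 clusters. With no filter on low counts the calls numbered 337, of which 32 were higher.

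The 3′ end farthest downstream took a mean share of 38.5% ± 3.87 of the counts of its gene in the Pum xRIP over the 43 of 240 targets with counts in all 12 libraries (a choice unrelated to the study's subsets), against 33.6% ± 4.15 in the inputs and 36.7% ± 4.81 in the control xRIP (SD, n = 4, exact permutation p = 0.171 against input, two-sided). Over 825 of 5259 other genes the shares were 39.3% ± 1.61, 37.2% ± 1.90 and 38.4% ± 1.01. Neither difference from input passed the test, nor did that between targets and other genes (exact permutation p = 0.200, n = 4). The study asks whether Pum favours long 3′ UTR isoforms, in part on another set of libraries, which was not analysed here. Per gene in the libraries at hand edgeR called 0 of 5168 against input (smallest adjusted p = 0.123), with 871 genes at an unadjusted p under 0.05 (185 higher and 686 lower) and 22 higher and 27 lower by limma. Over all these genes 55.1% had a log2 fold change above 0 (median 0.12), and among 239 targets 141 did (median 0.10), with 3 higher and 0 lower by limma. Against the control xRIP it called 1 of 4730, ox, named after its values were seen (63.5% ± 5.62 against 0.0626%, edgeR adjusted p = 0.00126), with 174 unadjusted (107 higher and 67 lower) and 1 lower by limma, eIF3f1. Control xRIP against input gave 0 of 5044 (smallest adjusted p = 0.0953), with 1170 unadjusted (196 higher and 974 lower) and 38 higher and 76 lower by limma. In simulated data for Pum xRIP against input the edgeR test found 0% of planted changes of log2 2 or 3, 2% of log2 4 and 4% of log2 6. With the spread between libraries left out of the simulation at the same depth, it found 97.96% of log2 2. The low number of edgeR calls is thus no sign that distal use did not differ.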

Values the study reported

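The study reports 460 genes as Pum targets in fly heads, called by their recovery over both the input and the untagged control. Of these it counts 116 as coding for proteins it found enriched in synaptosomes, out of 989 such proteins. Among 271 genes with neuron-specific 3′ UTRs it counts 71 targets (26%). Of its targets, 43 had a shorter and 10 a longer 3′ UTR in synaptosomes than in head homogenate.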

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

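The 3 tests of the motif and the first 2 and the last test of the male reproductive transcripts were chosen after the result was seen, and the other tests in this part before it.

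In 9 gene lists camera called opposite directions over input for the Pum xRIP and the control xRIP, with the preset correlation. With an estimated one all 9 calls of control xRIP against input were lost, and so were those of muscle and 1 other list for Pum xRIP against input. A camera test of the difference itself (Pum xRIP against control xRIP), with the preset and with an estimated correlation, was part of the rule that picked the 9. That all 9 passed it is thus no further support. Lists drawn from the study's targets were left out of this count, but that of the dpr, DIP, beat and side families was fixed after those targets had been read and is not independent of them. The receptor, presynaptic and channel lists hold genes that the study names as targets, so they are not fully independent either. The median log2 difference was 3.74 for neurotransmitter receptors, 2.94 for presynaptic release, 3.63 for channels, 3.64 for axon guidance, 4.20 for the dpr, DIP, beat and side families, 4.23 for chromatin regulators, 2.68 for genes with neuronal 3′ UTRs and 1.22 for 1 other list. For muscle genes it was -1.37. For most of these lists, neuronal or not, the recovery with the tag thus held mRNAs that the recovery without it held at lower levels. Chromatin regulators stood furthest apart among the 9. RNA regulation (3.09) and MAP kinase signalling (3.03), outside the 9, were also higher with the tag, while photoreceptor genes (0.53) were not called. Muscle mRNAs went the other way. Between the w1118 and the pum input some of them differed in the same direction (Act88F 247 and 7.35 CPM, Tm1 1345 and 598 CPM, Tm2 304 and 117 CPM) and others in the opposite one (Mlp60A 945 and 1223 CPM, bt 443 and 1088 CPM, sls 291 and 469 CPM), so a difference in starting material stays open for the former.

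The link between targets and the Pum motif was weighed first. Length of the 3′ UTR as the whole reason is argued against by the odds ratio of 10.7 (6.82 to 17.4) among genes matched on length. Base composition of long 3′ UTRs is argued against by the antisense strand, where the matched odds ratio was 1.12 (0.810 to 1.54), below the interval of the sense strand. Genes higher in the control xRIP than input carried the motif less often, with an odds ratio of 0.179 (0.0879 to 0.329), but were not matched on length. They include 52 ribosomal and 33 respiratory chain genes, from lists with a median 3′ UTR of 177 bases. At 122 to 183 bases only 10.0% of other genes carried the motif. That test thus cannot decide on recovery of motif-bearing mRNAs by the beads alone. Beside that open point, what remains is the tagged protein that the design gives, as a hypothesis, since the pattern was found and tested on the same libraries.

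Male reproductive transcripts were lower in the Pum xRIP than in the control xRIP. A difference in starting material is consistent with the inputs, where the median log2 ratio of the w1118 to the pum input was 3.81 over 38 genes. That ratio rests on 1 library of each, and on a list written after the values had been seen. Recovery on the beads may add to it, since the control xRIP exceeded the w1118 input by a median log2 of 1.01, just over the bound of 1 set for that test. Fewer males among the tagged flies as the whole reason is argued against, as far as the recoveries show the flies, by the male-specific lncRNA:roX1 and lncRNA:roX2. In Pum xRIP against control xRIP these were at 0.31 ± 0.52 and 0.0438 ± 0.79 (SE). Less 2 SE these were -0.74 and -1.55, above the fall of 2 or more that this reason needs. A smaller difference in the share of males stays open, since for lncRNA:roX2 a fall of 1 lies within 2 SE, though the study states equal amounts of males and females. The w1118, fne, pum and rbp9 inputs held lncRNA:roX1 at 487, 367, 323 and 263 CPM of total counts. They held lncRNA:roX2 at 71.0, 42.3, 37.6 and 28.7 CPM. Both fall in the same order as the summed male transcripts, with 1 library each, so fewer males in the pum input stay open in part. The lower male transcripts of Pum xRIP against control xRIP could thus reflect the flies and not Pum, and no biological explanation was tested.

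Ribosomal protein and respiratory chain mRNAs were higher in the control xRIP than input, with a median log2 fold change of 1.12 over 136 genes. Their abundance is argued against as the whole reason, since the median exceeded that of random lists matched on input level by 1.79, and so is their short 3′ UTR, with an excess of 1.70 over lists matched on length. Over lists matched on both the excess was 1.36, and each median lay above all 10000 lists. Other features that bring such mRNAs to beads, or their state in the lysate, stay untested, and the design gives no biological explanation for a recovery without the tag.

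A single library stood far from the others of its group in 31 of the 255 groups of values examined. For normally distributed values chance would give about 1 in 20, or 12.75. That number does not hold here, since a group with counts in 1 library alone is always flagged. Among such cases were dpr12, Fmr1 and Bx in control xRIP library 1, so the excess over 12.75 carries no weight. In Pum xRIP library 2 the median count of a detected cluster was 193, and mtt (231 CPM), Notum (78.7 CPM) and Act88F (0.163 CPM) stood apart too. In Pum xRIP library 3 these were CG30430 (23.0 CPM), Mst84Db (2.76 CPM), eag (874 CPM) and Gs2 (704 CPM), and in library 4 ksr (15 CPM) and Mst84Da (18.2 CPM). In control xRIP library 1 these were tei (107 CPM), dpr12 (6.31 CPM), Fmr1 (16.7 CPM) and Bx (22.2 CPM). Control xRIP library 3 stood apart for ksr (0.319 CPM), Notum (23.3 CPM), Ugalt (6.06 CPM), Mst84Da (242 CPM), Dop1R1 (30.0 CPM) and Ptp99A (43.0 CPM). Library 4 of the control xRIP did so for Clk (11.1 CPM), f-cup (30.2 CPM), VAChT (24.2 CPM), beat-IIIc (0.272 CPM) and jeb (32.1 CPM). Among the inputs, the w1118 library stood apart for Mst84Db (46.4 CPM), Mst84Da (66.2 CPM) and Act88F (247 CPM), the pum library for brp (255 CPM) and GluRIA (9.26 CPM), and the fne library for Sin3A (34.9 CPM). No cause was tested for these.

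Other splits of the 8 libraries of a comparison into 4 and 4, 35 in all, gave no other count of genes near the real one. The real division gave the highest count for Pum xRIP against input (1233 genes, highest other 0) and Pum xRIP against control xRIP (436, highest other 0). It also did so for control xRIP against input (1541, highest other 0), clusters (3178, highest other 0) and targets (259, highest other 15). Every other split mixes the 2 groups, which widens the spread within each and lowers its count. With only 35 splits, chance is thus argued against for these counts, but not excluded. For distal use of Pum xRIP against input (0 genes, highest other 0) the splits cannot decide. A count of 0 is matched by all 35 splits whatever the data, and the test found at most 4% of planted changes. Distal use of Pum xRIP against control xRIP (1 gene, highest other 0) and of control xRIP against input (0 genes, highest other 1) says nothing on chance, since the test found 0% of planted changes there. Chance stays open for the number of lists called, where 2 of 35 splits gave as many: 19 lists against 20 in the highest other split for Pum xRIP against input, and 21 against 21 for Pum xRIP against control xRIP.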

How the results depend on the processing

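Fits with the w1118 and pum inputs alone, without the 2 genes with the most counts, or without genes whose pum and w1118 inputs differ, the alternatives for lists of control xRIP against input, leaving out libraries for lists and overlaps, and DESeq2 with an unadjusted p were chosen after seeing the data. All alternatives fixed beforehand were run.

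DESeq2 called more than edgeR: 2132 genes (490 higher, 1642 lower) for Pum xRIP against input, 971 (718 and 253) for Pum xRIP against control xRIP, 2463 (396 and 2067) for control xRIP against input, 7524 clusters (435 higher) and 438 targets. A fit over all 12 libraries gave 422 (49 and 373), 968 (592 and 376) and 972 (819 lower) genes and 37 targets, of which 36 were among the 259. With the w1118 and pum inputs alone, which leaves 2 inputs, calls numbered 620 (100 and 520) for Pum xRIP and 796 (83 and 713) for control xRIP against input, with 98 targets. Against a log2 fold change of 1, 147 genes were higher in Pum xRIP than input. With no filter on low counts, 440 genes were higher in Pum xRIP than control xRIP, and 337 clusters (32 higher) differed from input. Without genes whose 2 inputs differ, 103 genes were lower in Pum xRIP than control xRIP. Targets numbered 138 with an adjusted p against the control xRIP as well, 390 with an unadjusted p against input, and 537 with DESeq2 and an unadjusted p. With DESeq2 they included 258 of the 259, and with its size factors (277) or total counts (327) all 259. Apart from settings made stricter or with fewer samples, the cause of these moves was not tested.

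Scaling moved the median log2 fold change of all genes. Pum xRIP against input went from -0.54 to -0.49 with DESeq2's size factors and -0.33 with total counts, Pum xRIP against control xRIP from 0.15 to 0.31 and 0.28, and control xRIP against input from -0.81 to -0.68 and -0.92. Lists and genes are to be read against these medians.

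With each library left out in turn, genes of Pum xRIP against input numbered 1011 (without the fne input) to 2191 (without Pum xRIP library 3), 198 to 364 higher and 810 to 1928 lower. Without Pum xRIP library 1, 2 or 4 the lower genes numbered 1615, 1480 and 1590, and the calls 1907 without library 1 and 1903 without library 4. Pum xRIP against control xRIP gave 252 to 391, 155 to 273 higher and 97 to 135 lower. There Pum xRIP libraries 1 to 4 gave 269, 290, 283 and 252 calls, with 164, 157 and 155 higher without libraries 1, 3 and 4, 105, 105 and 97 lower without libraries 1, 2 and 4, and 108 lower without control xRIP library 4. Control xRIP against input gave 1266 to 2612, 147 to 257 higher and 1119 to 2391 lower, with 2067, 2083, 2265 and 2391 lower without control xRIP libraries 1 to 4 and 2329, 2522 and 2612 calls without libraries 2 to 4. Targets numbered 191 to 341. Clusters numbered 2423 to 7720 (6673, 6371, 7720 and 6695 without Pum xRIP libraries 1 to 4), 123 to 331 higher (131 without the fne input, 123 without the rbp9 input, 331 without Pum xRIP library 2). Odds ratios ran from 22.3 to 49.9 for the motif, 5.04 to 6.16 for neuronal 3′ UTRs and 2.97 to 3.37 for synaptosome proteins. Lists called numbered 18 to 19, 21 to 21 and 11 to 15 in the 3 comparisons.

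For distal use, limma called 49 genes for Pum xRIP against input (22 higher, 27 lower) and 114 for control xRIP against input (38 and 76). Against the control xRIP 7 genes were called with a cluster minimum of CPM 5 and 10% of the gene. Leaving out a library gave 0 to 1 (1 without Pum xRIP library 1), 1 to 1 and 0 to 0 genes. At the same depth the distal test found 0% of planted log2 changes of 2 with the spread between libraries. It found 97.96%, 91.3% and 89.8% without that spread, which thus limits it. What a count of 0 after recovery shows is limited by depth and by the high count per detected cluster. With 2 inputs for each recovery, genes above input in both averaged 0.833 (1.57 for independent lists) in place of 4 (6.74 for independent lists), with fewer libraries per fit.

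Some lists changed direction. Under fry, which does not compare a list with other genes, fat body (adjusted p = 0.0356), 1 other list (adjusted p = 0.0261) and synaptosome proteins (adjusted p = 0.0156) pointed down for Pum xRIP against input, as did fat body (adjusted p = 0.0186), muscle (adjusted p = 0.934) and cuticle (adjusted p = 0.00384) for control xRIP against input. Uncalled lists did so too: for Pum xRIP against input the respiratory chain with total counts (adjusted p = 0.855), glia without Pum xRIP library 1 or 4 (adjusted p = 0.885 and 0.896) and fat body without the w1118 input (adjusted p = 0.969), and against the control xRIP glia and fat body without control xRIP library 4 (adjusted p = 0.853 each). With any library left out the adjusted p of these lists ran from 0.688 to 0.896 and from 0.303 to 0.969 against input, and from 0.597 to 0.930 and from 0.597 to 0.861 against the control xRIP. For control xRIP against input 2 lists were called with an estimated correlation and 23 by fry, in place of 14.

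Of 2602 values of named genes under other settings, 2367 kept direction and call, 204 lost the call, 31 gained it and 0 reversed.

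No pairing of the libraries by replicate number was seen, though whether the check could find a shared batch was not tested. With the replicate number as a block (replicate block), Pum xRIP against control xRIP called 416 genes (247 higher, 169 lower), 336 of them among those called without it. The deviations of the 4 same-numbered pairs correlated over 0.1 in 0 cases, and 2 of 4 Pum xRIP libraries correlated best with their own number.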

Other observations

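The number of Pum targets depended on the test and the p used. With edgeR 259 genes passed at an adjusted p under 0.05 and 390 at an unadjusted one, and with DESeq2 438 at an adjusted p, all below the study's count. With DESeq2 and an unadjusted p under 0.05, a combination chosen after seeing the data, 537 passed, which is above it, and 426 of them were on the study's list.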
